# Psi promotes *Drosophila* wing growth via direct transcriptional activation of cell cycle targets and repression of growth inhibitors

**DOI:** 10.1242/dev.201563

**Published:** 2023-01-24

**Authors:** Olga Zaytseva, Naomi C. Mitchell, Damien Muckle, Caroline Delandre, Zuqin Nie, Janis K. Werner, John T. Lis, Eduardo Eyras, Ross D. Hannan, David L. Levens, Owen J. Marshall, Leonie M. Quinn

**Keywords:** FUBP1, Psi, Drosophila, Transcription, Myc, Cell cycle

## Abstract

The first characterised FUSE Binding Protein family member, FUBP1, binds single-stranded DNA to activate *MYC* transcription. Psi, the sole FUBP protein in *Drosophila*, binds RNA to regulate P-element and mRNA splicing. Our previous work revealed pro-growth functions for Psi, which depend, in part, on transcriptional activation of Myc. Genome-wide functions for FUBP family proteins in transcriptional control remain obscure. Here, through the first genome-wide binding and expression profiles obtained for a FUBP family protein, we demonstrate that, in addition to being required to activate *Myc* to promote cell growth, Psi also directly binds and activates *stg* to couple growth and cell division*.* Thus, Psi knockdown results in reduced cell division in the wing imaginal disc. In addition to activating these pro-proliferative targets, Psi directly represses transcription of the growth inhibitor *tolkin* (*tok*, a metallopeptidase implicated in TGFβ signalling). We further demonstrate *tok* overexpression inhibits proliferation, while *tok* loss of function increases mitosis alone and suppresses impaired cell division caused by *Psi* knockdown. Thus, Psi orchestrates growth through concurrent transcriptional activation of the pro-proliferative genes *Myc* and *stg*, in combination with repression of the growth inhibitor *tok*.

## INTRODUCTION

Human far upstream binding protein 1 (FUBP1) was isolated over a quarter of a century ago for its capacity to bind the far upstream sequence element (FUSE) 1.7 kb upstream of the transcriptional start site for the *MYC* oncogene (Duncan et al., 1994). FUBP1 preferentially binds the single-stranded FUSE, and the FUBP1-FUSE interaction remodels the *MYC* promoter to regulate RNA Polymerase II (Pol II) promoter escape and, thus, fine-tunes transcription (He et al., 2000; Liu et al., 2006). FUBP proteins are conserved throughout evolution, with orthologues in multiple metazoan species. Human and mouse FUBP1 proteins show 98% homology at the amino acid level, with particularly strong conservation within the four KH domains that enable interaction with single-stranded DNA/RNA. As in mammals, there are three members of the FUBP family in other vertebrates, including zebrafish, chicken and *Xenopus* (Li et al., 2006). Functional characterisation of the non-mammalian FUBP proteins has been limited, although mRNA binding has been demonstrated for the FUBP2 orthologue in *Xenopus* and chicken, suggesting RNA-related functions are conserved (Gu et al., 2002; Kroll et al., 2002). The *C. elegans* proteome also contains proteins with sequence and structural similarity to FUBP, indicating an evolutionary origin in simpler invertebrate systems (Davis-Smyth et al., 1996). On the other hand, orthologs are not apparent in yeast, suggesting the FUBP family may have evolved for specific functions in multicellular animals. The three FUBP proteins are conserved as a single orthologue, called Psi (P-element somatic inhibitor) in *Drosophila*, that is structurally similar to the mammalian FUBP1 protein, possessing four central KH domains (Zaytseva and Quinn, 2018).

Although FUBP1 has been implicated in transcriptional control of a handful of other cell cycle control and survival genes (Debaize et al., 2018; Rabenhorst et al., 2009), genome-wide functions for FUBP family proteins, and implications for animal development, have remained unclear. In *Drosophila*, the three mammalian FUBP proteins are represented by one ortholog, Psi, that binds RNA via KH motifs to control RNA splicing (Labourier et al., 2002; Wang et al., 2016), and also promotes cell and tissue growth during development through activation of *Myc* expression (Guo et al., 2016). However, our previous observation that *Psi* knockdown (KD) impairs wing growth more strongly than *Myc* KD (Guo et al., 2016), suggests that the influence of Psi extends to additional growth regulators. Moreover, through interaction with the Mediator (MED) complex (Guo et al., 2016), Psi has capacity to sense and respond to upstream signals in order to regulate downstream transcriptional targets required for cell cycle patterning during development.

We therefore sought to identify direct targets of Psi-dependent growth control using genome-wide binding and expression profiling. Targeted DamID (TaDa) (Marshall et al., 2016; Southall et al., 2013), to profile genome-wide Psi enrichment specifically in the wing imaginal disc, revealed that in addition to directly binding cell cycle-promoting genes, including *Myc* and *stg*, Psi was enriched on genes implicated in developmental signalling. Moreover, RNA sequencing (RNA-seq) detected both up- and downregulation of direct targets in Psi-depleted wings, implying Psi not only behaves as a transcriptional activator (as in the case of *Myc*) but can also function as a repressor. Here, we identify *tolkin* (a metallopeptidase implicated in TGFβ signalling) as a key target of Psi repression and further demonstrate that Tok functions to inhibit cell division; *tok* overexpression reduces proliferation and its loss of function is sufficient to increase mitosis alone and suppress the *Psi* KD phenotype.

Although Psi has been implicated in transcription and splicing, which are often tightly coupled, such that defective transcription can indirectly alter splicing, we observe limited overlap between differentially expressed and spliced genes in Psi-depleted wings. The transcriptional and splicing functions of Psi are, therefore, largely independent. Furthermore, splicing changes were not observed for direct targets necessary for Psi-dependent wing growth (i.e. *Myc*, *stg* and *tok*), inferring Psi promotes tissue growth through transcriptional mechanisms rather than splicing functions. Collectively, our data demonstrate that Psi promotes tissue growth through combined direct activation of cell cycle target genes and repression of developmental growth inhibitors.

## RESULTS

### Psi is required for cell cycle progression

We have previously demonstrated Psi KD in the dorsal wing compartment impairs growth of the adult wing (Guo et al., 2016). To determine the cellular basis of reduced wing size, we analysed cell cycle progression, cell growth and cell death following *Psi* knockdown (KD) in larval wings using two independent *Psi* RNAi lines, previously shown to deplete Psi mRNA and protein efficiently (Guo et al., 2016). Cell cycle analysis of *Psi* KD wing discs, measured using the fluorescent ubiquitination-based cell cycle indicator (FUCCI) system (Zielke et al., 2014) and anti-phosphohistone 3 (pH3) antibody for mitosis, revealed no change to G1-S phase progression but significantly reduced mitoses (Fig. 1A,B). Based on quantification of activator caspase (Dcp-1), the increased mitosis was not accompanied by induction of apoptosis (Fig. S1A). Psi depletion did not alter cell growth (i.e. accumulation of biomass), measured indirectly by quantifying nucleolar size, which correlates with rDNA transcription and ribosome biogenesis (Mitchell et al., 2015). Thus, Psi depletion does not decrease cell growth, despite the reduction of *Myc* in *Psi* KD wings and the reduced nucleolar size associated with Myc depletion (Zaytseva et al., 2020). This, together with the reduced mitosis, suggests Psi controls tissue growth via targets in addition to *Myc*.

**Fig. 1.**
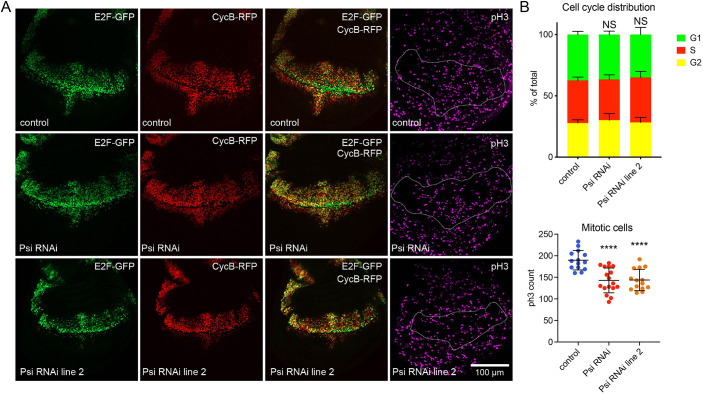
**Psi depletion reduces proliferation.** (A) Third instar larval wing discs with *ser*-GAL4 expression of *UAS*-*FUCCI* with two alternate *Psi* RNAi lines, or control, stained using anti-pH3 antibody. (B) Quantification of the proportion of cells undergoing each cell cycle stage (*n*>10), and the total number of mitotic cells. NS, no significance; ****P<0.0001 when compared with control (*t*-test). Each data point represents a single wing disc. Data are mean±s.d.

### Psi associates with euchromatin

Polytene chromosomes in the *Drosophila* salivary gland arise from numerous rounds of endoreplication in the absence of mitosis (Edgar and Orr-Weaver, 2001), thus providing a system for monitoring the extent of Psi binding genome wide. We observed multiple bands of Psi-antibody staining on polytene chromosomes. Relatively strong Psi banding overlapped less intense DAPI staining (Fig. S2A), i.e. regions of open chromatin/active transcription (Lis, 2007), suggesting Psi predominately binds euchromatic targets. To identify Psi targets mediating wing growth (i.e. in addition to Myc) we used Targeted DamID (TaDa), which was developed in *Drosophila* for cell lineage- and tissue-specific genome-wide binding studies (Marshall et al., 2016; Southall et al., 2013). 

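In TaDa, a bacterial DNA adenine methylase (Dam) fused to a protein of interest methylates GATC sites near the places the protein contacts, and the methylated fragments are recovered with the restriction enzyme DpnI and sequenced. Wing disc cells of female larvae expressed Dam fused to Psi, to Polr2F (RpII18, a subunit shared by the RNA polymerases) or to Myc, under the *sd*-GAL4 driver with temperature-sensitive GAL80. Eggs were laid over at most 4 h at 25°C, animals were kept at 18°C for 7 days, and Dam was induced at 29°C for 24 h. There were 3 samples for each fusion and 7 samples with Dam alone. The Dam-only samples for Myc were its own, whereas Dam-only sample 1 was used with 2 Psi samples and 1 RNA Pol sample. The authors aligned the reads to BDGP6 with Bowtie2, took the normalised log2 ratio of each fusion over Dam alone, averaged it over the 3 replicates at each GATC fragment, and called significant peaks at an FDR of 1%. The lists hold 1710 Psi peaks with a median width of 1555 bp, 1568 RNA Pol peaks with a median width of 1793 bp and 1951 Myc peaks with a median width of 1401 bp. Together the peaks of each list covered 3.20 Mb (Psi), 3.11 Mb (RNA Pol) and 3.07 Mb (Myc) of the chromosome arms. Every peak in the lists began and ended at a GATC site. Each peak carries a score and an FDR from the authors' peak caller, and the score ranks peaks only within its own list. Because each list was called on an average, no value here has a replicate error, and the read depth behind the peaks is not known from the lists. The p-values therefore describe these lists and not the spread between wing disc samples. A gene was taken as bound when a peak lay within 1 kb of it, the distance used in the paper, with Ensembl release 115 gene models on BDGP6. The paper's own gene counts rest on an earlier Ensembl release. The transcription start site of a gene was taken as its outermost annotated upstream end, which need not be the promoter in use. Overlap between lists was compared with circular shifts of the first list within each chromosome arm, a permutation test. The share of a gene group that was bound was compared with random sets of protein-coding genes of matched length, a two-sided permutation test, with Benjamini-Hochberg adjustment over 72 tests (24 gene groups and 3 proteins). The groups and these tests were fixed before the data were examined.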

Direct Psi targets differentially expressed (DE) in *Psi*-KD wing discs, compared with control, were determined via intersection of significant Psi-bound targets from DamID with significantly DE genes identified with RNA-seq (Fig. S2B). As an additional measure of transcriptional activity of Psi target genes, global RNA polymerase (Pol) binding was mapped using RNA Pol TaDa, which detects binding of Polr2F (orthologous to human RPABC2), a subunit common to all three RNA polymerases (Filion et al., 2010). Before bioinformatic analysis, TaDa sample quality and consistency between the three biological replicates was confirmed for Psi and Pol using pairwise Spearman correlation (Fig. S3). This analysis also revealed strong correlation between Psi and RNA Polymerase-binding profiles (ranging from 0.53 to 0.8), further suggesting Psi binding overlaps transcriptionally active regions of the genome.

Reassuringly, significant enrichment (normalised log_2_ ratio between Dam-fusion Psi profile and Dam alone) was observed for *Myc,* the prototypical transcriptional target of Psi in the wing,(Fig. 2A). 

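Psi was enriched in the body of *Myc*, the growth-promoting transcription factor gene. *Myc* (FBgn0262656) lies on the plus strand of chromosome X of BDGP6 from 3373159 to 3391697. A single significant Psi peak lay within 1 kb of it, from 3380315 to 3384745, with a score of 2.09 and an FDR of 1.56e-05, at rank 376 of the 1710 Psi peaks. This peak covered 23.9% of the gene. Of its bases, 91.9% lay in the long intron and 8.10% in coding sequence. In the RNA Pol list, a peak from 3372920 to 3375025 had a score of 1.32. This RNA Pol peak did not overlap the Psi peak.

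**Figure D1:**
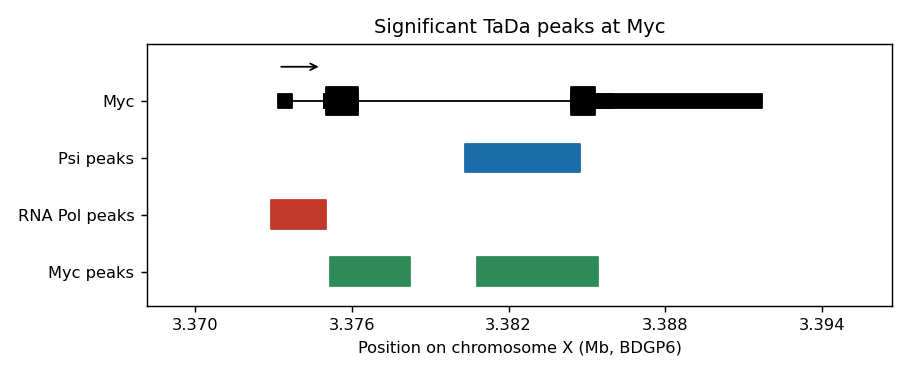
Significant TaDa peaks at *Myc* on chromosome X of BDGP6, with position in Mb on the horizontal axis. Bars show every peak of the Psi, RNA Pol and Myc lists within 5 kb of the gene. In the gene drawn at the top, tall boxes are coding exons, low boxes are untranslated exons, the line is intron and the arrow marks the direction of transcription. The Psi bar runs from 3380315 to 3384745, inside the gene.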

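The transcription start site of *Myc* lay 7.16 kb upstream of the nearest significant Psi peak and inside the RNA Pol peak. Of the bases of that RNA Pol peak, 57.7% were intronic, 30.0% were untranslated exon and 11.3% lay outside protein-coding genes. The lists hold only regions that passed the FDR, so a Psi signal under that threshold near the start site cannot be read from them.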

Of note, Psi was not only detected in proximity to the *Myc* transcription start site, consistent with roles in initiation, but was also bound throughout the gene body. These observations suggest transcriptional elongation functions for Psi downstream of pre-initiation complex assembly and/or association with co-transcriptional splicing machinery. Consistent with transcriptional elongation functions, we have previously demonstrated that Psi is required for enrichment of phosphorylated initiating (Ser5) and elongating (Ser2) Pol II on *Myc* (Guo et al., 2016).

**Fig. 2.**
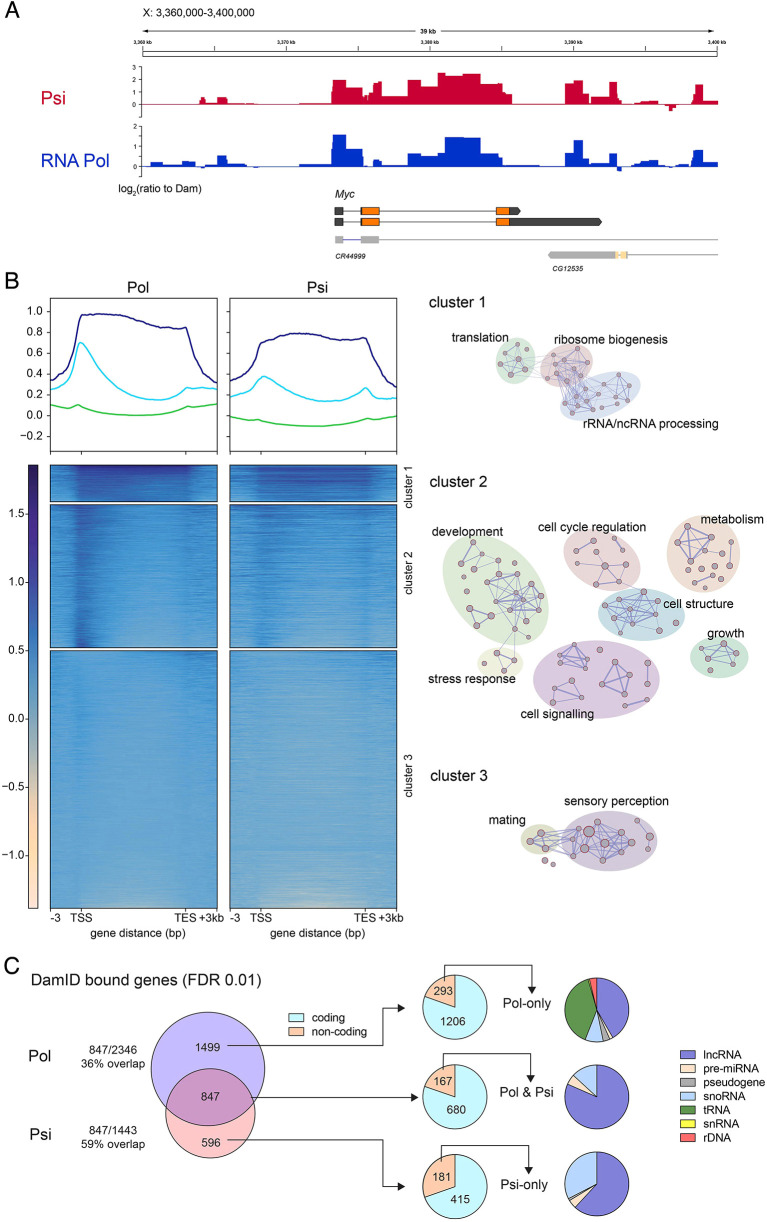
**Psi binds multiple genomic regions, including *Myc*.** (A) Psi- and RNA Pol II-binding profiles across the *Myc* gene in larval wing discs (*sd*-GAL4 driver used for targeted Psi-DamID and RNA Pol-DamID), shown as log_2_ of the ratio to Dam-only control. (B) Average Pol and Psi binding across genic regions and heatmap of DamID signal, clustered by k-means into three clusters using Pol signal. Ontology networks containing common genes and functions are highlighted and labelled manually with general terms. (C) Intersection of Pol and Psi genes with significant enrichment (FDR 1%). Proportions of coding and non-coding genes are shown for each subset, and non-coding genes are further classified by type.

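Psi peaks lay on RNA Pol peaks far more often than chance gave. Of the 1710 Psi peaks, 712 (41.6%) overlapped an RNA Pol peak by at least 1 bp, and of the 1568 RNA Pol peaks, 736 (46.9%) overlapped a Psi peak. The circular shifts gave a mean of 4.38% and a highest value of 12.7% of Psi peaks, so the observed share was 9.52-fold above chance (one-sided permutation p = 0.0001 and adjusted p = 0.0001, the smallest the shifts can give). Described without a test, the overlap was larger among Psi peaks of higher score. Among the 342 Psi peaks in the lowest of 5 score groups, 26.3% overlapped an RNA Pol peak (95% Wilson interval 21.9 to 31.2), and among the 342 in the highest group, 53.2% did (47.9 to 58.4). The highest-scoring Psi peak, at the chromatin protein gene *mod(mdg4)* on chromosome 3R from 21374436 to 21375659 (score 3.44), overlapped no RNA Pol peak. The next highest did, within *boi*, which encodes a Hedgehog co-receptor, on chromosome X from 2454538 to 2459239 (score 3.29). The shared Dam-only sample cannot be removed from these lists.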

In accordance with Psi banding to euchromatic polytene bands (Fig. S2A), and strong correlation between Psi and Pol binding profiles by Spearman correlation (Fig. S3), broad overlap between Psi and Pol enrichment by heatmap clustering further suggests that Psi binding correlates with active transcription (Fig. 2B). Using k-means, three major gene clusters of Psi and RNA Pol binding were identified (Fig. 2B). Cluster 1 displayed high levels of both RNA Pol and Psi DamID signal throughout the body of the gene, and ontology analysis identified enrichment for ribosomal assembly and translation factors (Fig. 2B and Fig. S4A), processes of high demand in third instar wing discs undergoing proliferative growth. 

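Genes for cytoplasmic ribosomal proteins were bound more often than length-matched genes by both Psi and RNA Pol. Of 93 such genes, 24 (25.8%) were bound by Psi against 3.37% by chance, and 23 (24.7%) by RNA Pol against 8.20% by chance (adjusted p = 0.00144 for each from the permutation test, where 0.0002 is the smallest unadjusted p it can give). The ribosomal protein genes with the highest Psi scores were *RpL3* (2.79), *RpL28* (2.73), *RpS2* (2.72, a peak within 1 kb that does not overlap the gene) and *RpL10* (2.4). In the RNA Pol list they were *RpLP0* (1.95), *RpL39* (1.85), *RpL7A* (1.78) and *RpL5* (1.62). The genes bound were not all shared: 10 were bound by both, 14 by Psi without RNA Pol and 13 by RNA Pol without Psi. Of 55 translation factor genes, 5 (9.09%) were bound by Psi (chance 7.11%, adjusted p = 0.913) and 11 (20%) by RNA Pol (chance 13.4%, adjusted p = 0.369), and neither share passed the permutation test. Those bound by Psi included *eEF1beta* (score 3.18), *eIF1* (2.73), *eEF1alpha1* (2.41) and *eIF4A* (2.04). Of these peaks, that of *eEF1beta* is a peak of the neighbouring *Psi* gene and that of *eIF1* is the *RpL28* peak, neither of which overlaps the translation factor gene, and that of *eIF4A* also lies within 1 kb of *chic*. When chance was taken from circular shifts, the translation factor share for RNA Pol did pass (adjusted permutation p = 0.0415). Of 25 genes of ribosome biogenesis, 2 (8%, *Ns1* and *nclb*) were bound by Psi and 4 (16%) by RNA Pol, with adjusted p = 0.913 and adjusted p = 0.910 from the permutation test. The Psi peak at *nclb* does not overlap the gene. No gene group differed between Psi and RNA Pol in the exact McNemar test, for which the lowest adjusted p among the gene groups was 0.375.

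**Figure D2:**
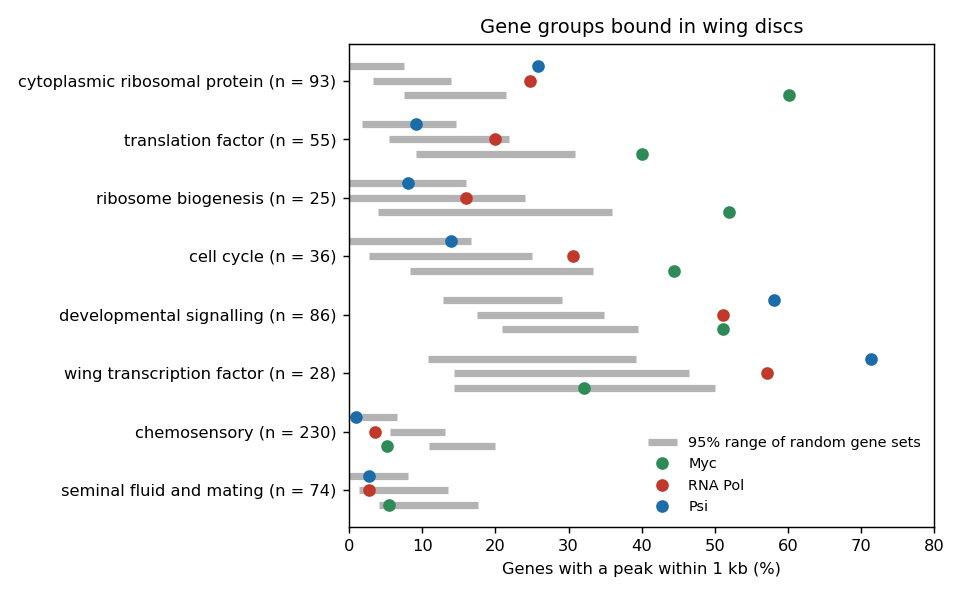
Share of the genes of each group with a peak within 1 kb, in percent on the horizontal axis, for Psi, RNA Pol and Myc (points). Grey bars show the central 95% of random gene sets of the same size and matched length, and n is the number of genes in the group. The Psi point for cytoplasmic ribosomal protein genes stands at 25.8%, above its grey bar.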

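Psi and RNA Pol were both enriched on genes of developmental signalling. Of 86 genes of the Wg, Dpp and BMP, Hh, Notch, Hippo and EGFR pathways, 50 (58.1%) were bound by Psi against 20.2% by chance, and 44 (51.2%) by RNA Pol against 25.4% by chance (adjusted p = 0.00144 for each from the permutation test). The study names 6 of these 86 genes as Psi targets, so they are not independent evidence, and without them Psi bound 44 of 80 (55%, adjusted p = 0.0006 from the permutation test, a comparison added after the values were seen). By pathway, Psi bound 12 of 20 Wg genes, 10 of 17 Dpp and BMP genes, 6 of 9 Hh genes, 8 of 13 Notch genes and 9 of 15 Hippo genes, all above chance in the permutation test (largest adjusted p = 0.008). The 5 of 12 EGFR genes bound by Psi did not pass (adjusted p = 0.332 from the permutation test). RNA Pol bound 10 of 17 Dpp and BMP genes and 9 of 15 Hippo genes above chance (adjusted p = 0.0254 and adjusted p = 0.00985 from the permutation test). Its shares of the Wg genes (10), Hh genes (3), Notch genes (5) and EGFR genes (7) did not pass. Among the highest Psi scores were the Hippo pathway genes *kibra* (2.73), *ex* (2.48), *ds* (2.46) and *fj* (2.38), the Wg receptor gene *fz2* (2.44) and the Dpp targets *salm* (2.36) and *Dad* (2.31). Of 28 transcription factor genes of wing patterning, 20 (71.4%) were bound by Psi and 16 (57.1%) by RNA Pol (adjusted p = 0.00144 and adjusted p = 0.008 from the permutation test), among them *mirr* (Psi score 2.58), *emc* (2.46) and *vg* (2.36). The study names 6 of the 28 as Psi targets, and 14 of the other 22 (63.6%) were bound by Psi. Of 36 cell cycle genes, RNA Pol bound 11 (30.6%, chance 13.5%, adjusted p = 0.0313 from the permutation test), with *Myt1* (2.44) and *CycE* (2.03) scoring highest. Psi bound 5 (13.9%, chance 6.83%, adjusted p = 0.359 from the permutation test), which include *stg*, *Rbf*, *E2f1* and *CycE*. The RNA Pol call on cell cycle genes was lost with peaks at an FDR of 0.1% (19.4%, adjusted p = 0.136 from the permutation test).
Position along the gene differed between the lists, with the start site taken as the outermost annotated upstream end of each gene. Among 895 Psi-bound protein-coding genes of at least 2 kb, the start site lay in a Psi peak in 20.2% (95% Wilson interval 17.7 to 23.0). Among 1407 RNA Pol-bound genes it lay in an RNA Pol peak in 50.3% (47.7 to 52.9). In the 590 genes bound by both, the start site lay in a Psi peak in 21.9% and in an RNA Pol peak in 36.6% (33 genes for Psi alone and 120 for RNA Pol alone, exact McNemar p = 8.28e-13, a test chosen after the values were seen).

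**Figure D3:**
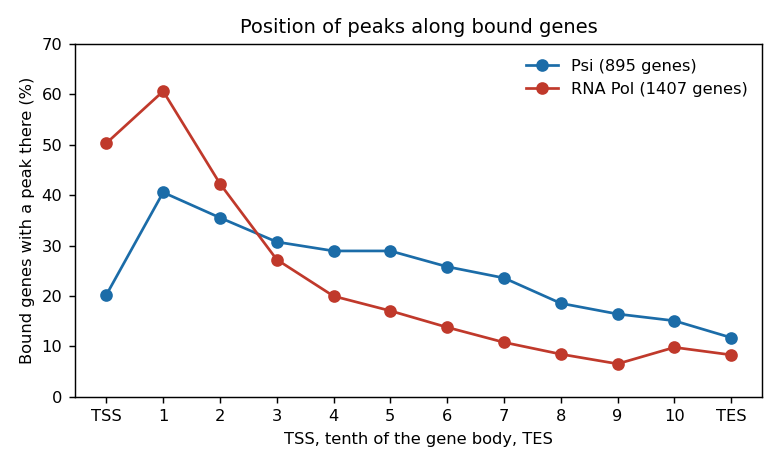
Share of bound protein-coding genes of at least 2 kb with a peak over the transcription start site (TSS), over each of 10 equal parts of the gene body and over the transcription end site (TES), in percent. Lines join the values for 895 Psi-bound and 1407 RNA Pol-bound genes. Psi stands at 40.6% in the first part and 15.1% in the last, and RNA Pol at 60.6% and 9.81%.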

A predominant development, signalling and cell cycle signature was observed for cluster 2 genes, which were strongly bound by both Pol and Psi at transcription start sites relative to the gene body (Fig. 2B and Fig. S4B). 

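Genes of smell and taste were bound less often than length-matched genes. Of 230 genes for odorant, gustatory and ionotropic receptors and odorant-binding proteins, 2 (0.870%) were bound by Psi and 8 (3.48%) by RNA Pol, where chance gave 3.97% and 9.29% (adjusted p = 0.0245 and adjusted p = 0.00514 from the permutation test). The 2 bound by Psi were *Obp83cd* (score 1.78, a peak outside the gene) and *Or43b* (1.32). In the RNA Pol list *Obp28a* (1.92, also a peak outside the gene) scored highest. The Psi call was lost when the peak had to overlap the gene (adjusted p = 0.125 from the permutation test) or reach an FDR of 0.1% (adjusted p = 0.0662), and the RNA Pol call was lost with circular shifts (adjusted p = 0.246). Of 74 genes of seminal fluid and mating, 2 were bound by Psi (*Mst85C* and *Acp32CD*) and 2 by RNA Pol (*Mst85C* and *Acp76A*), or 2.70% each. Neither share passed (adjusted p = 1 and adjusted p = 0.369 from the permutation test), although Fisher's exact test without length matching did call the RNA Pol share (adjusted p = 0.00796). Of 15 phototransduction genes, Psi bound 0 and RNA Pol bound 1, the rhodopsin gene *Rh5* (adjusted p = 0.703 and adjusted p = 0.779 from the permutation test), in a group too small for a share of 0 to pass as lower.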

Cluster 3 genes, bound at low levels by both Psi and Pol, were enriched for neurosensory perception and mating, processes that are expected to be transcriptionally repressed in larval wing discs (Fig. 2B and Fig. S4C).

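Psi bound 1626 of the 23973 annotated features within 1 kb of a peak, or 6.78%, and RNA Pol bound 2618. Both proteins bound 931 features, 57.3% of those bound by Psi. Circular shifts of the Psi list gave a mean of 299 shared features and a highest value of 451 (one-sided permutation p = 0.0001, the smallest the shifts can give), and lists drawn independently would share 178. Protein-coding genes made up 1104 of the features bound by Psi and 1896 of those bound by RNA Pol. Circular shifts gave means of 1280 and 1367, so the Psi number was below chance and the RNA Pol number above it (adjusted p = 0.00048 for each from the permutation test). This count is of genes, so several peaks at the same gene add no more to it. By bases, 28.4% of the Psi peaks lay outside protein-coding genes against 32.9% by chance, and 27.1% of the RNA Pol peaks against 32.8%. Both were below chance (adjusted p = 0.0396 and adjusted p = 0.0035 from the permutation test, chosen after the values were seen). The low Psi number therefore does not mean that Psi peaks avoid these genes. Of the protein-coding genes, 687 were bound by both. Without transposable elements and pseudogenes, Psi bound 1499 of 17896 genes (8.38%), of which RNA Pol bound 879 (58.6%). Among Psi peaks, 238 (13.9%) had no annotated feature within 1 kb.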

Genome-wide, closer analysis of statistically significant peaks (Table S1) revealed that Psi bound 1443 genes (9.2% of the 15,682 genes annotated in Ensembl 73), with 847 (59%) of Psi targets also enriched for RNA Pol (Fig. 2C). 

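RNA Pol peaks lay within 1 kb of 187 long non-coding RNAs, 67 antisense RNAs, 46 snoRNA genes, 15 pre-miRNAs and 2 snRNA genes. Features other than protein-coding genes made up 27.6% of the 2618 features bound by RNA Pol. This share was 20.5% without transposable elements and pseudogenes. The snRNA genes were *snRNA:7SKa*, with a score of 2.1, and *snRNA:U1:95Ca*, with a score of 1.21. The snoRNA genes bound by RNA Pol were more than the 12.9 expected from circular shifts (adjusted p = 0.0032 from the permutation test), and the 2 snRNA genes did not exceed the 1.41 expected (adjusted p = 0.842). A short RNA gene inside or beside a protein-coding gene shares its peak with that gene, so these counts do not separate the promoters involved.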

Non-coding RNA comprised 12.4% RNA Pol-binding targets, and included Pol II-bound long non-coding (lncRNA), small nuclear (snRNA), small nucleolar (snoRNA) and pre-miRNAs. In addition to coding and non-coding genes regulated by Pol II, because the common RNA Pol subunit was used for TaDa, significant Pol I enrichment was detected on ribosomal DNA (rDNA) and Pol III enrichment on transfer RNA (tRNA) loci (Fig. 2C). 

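The highest-scoring peak of the RNA Pol list lay on the rDNA of chromosome X, from 23278767 to 23281886, over *pre-rRNA:CR45856* and *5.8SrRNA:CR40454*, with a score of 2.87. The next, from 23215891 to 23217780 with a score of 2.83, lay on a 28S rRNA pseudogene of the same region. Of 99 annotated rRNA genes, these 2 were bound by RNA Pol. That number did not exceed chance (5.25 by circular shifts, adjusted p = 0.842 from the permutation test). Of 290 tRNA genes, RNA Pol bound 130 (44.8%), where circular shifts gave 13.5 (adjusted p = 0.00048 from the permutation test), and 108 of them were overlapped by a peak. A cluster of tRNA genes for glutamine on chromosome 2L, *tRNA:Gln-CTG-2-2* to *tRNA:Gln-CTG-3-1*, lay in a peak from 2008364 to 2010724 or within 1 kb of it, with a score of 2.33. Repeated rDNA is incompletely placed in the reference, which limits what a count of rRNA genes can show.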

Although 24% of the targets of Psi were non-coding, these were confined to targets of Pol II transcriptional control (lncRNAs, snoRNAs and miRNAs) i.e. Psi binding was not detected on rDNA or tRNA loci (Fig. 2C). Together with the co-enrichment for Psi and Pol on ribosomal assembly and translation factor genes (Fig. 2B and Fig. S4A), these observations suggest Psi-dependent cellular growth is mediated by Pol II transcription rather than through direct effects on rDNA or tRNA transcription.

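Psi bound 208 long non-coding RNAs, 77 snoRNA genes, 29 antisense RNAs and 17 pre-miRNAs. Features other than protein-coding genes made up 32.1% of the 1626 features bound by Psi, and 26.4% without transposable elements and pseudogenes. The 77 of 269 snoRNA genes (28.6%) exceeded the 12.6 given by circular shifts (adjusted p = 0.00048 from the permutation test). The snoRNA gene with the highest Psi score was *snoRNA:Psi18S-301* (2.94), whose name refers to a pseudouridine guide and not to the Psi protein. Among pre-miRNAs, *mir-ban*, which encodes the growth-promoting bantam microRNA, had a Psi score of 2.32, and *mir-9a* had 2.87. No Psi peak lay within 1 kb of any of the 99 rRNA genes, a count that did not differ from the mean of 4.67 given by circular shifts. Of 290 tRNA genes, 21 (7.24%) had a Psi peak within 1 kb and 8 were overlapped by one. Circular shifts gave a mean of 13.4 such genes, so this number did not differ from chance (adjusted p = 0.360 from the permutation test).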

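Psi and RNA Pol differed at tRNA genes. RNA Pol without Psi bound 115, Psi without RNA Pol bound 6 and both bound 15 (exact McNemar p = 3.05e-27, adjusted p = 4.88e-26 over 32 comparisons). At snoRNA genes the difference ran the other way, with 58 bound by Psi without RNA Pol and 27 by RNA Pol without Psi (exact McNemar p = 0.00102, adjusted p = 0.00650). Several snoRNA genes can lie in 1 host gene, and several tRNA genes in 1 cluster, and share a peak, so both tests count genes that are not independent. Neither test allows for the larger number of all features bound by RNA Pol (2618, against 1626 by Psi). Of 84 protein-coding genes that host a snoRNA, Psi bound 28 and RNA Pol 27. The 2 rRNA genes bound by RNA Pol and not by Psi are too few for a difference (exact McNemar p = 0.5). From the absence of Psi on rDNA and tRNA loci, together with Psi and Pol on genes of ribosomal assembly and translation, the paper proposes that Psi drives cell growth by way of Pol II transcription and not by acting directly on rDNA or tRNA genes.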

### Psi independently regulates gene expression and RNA splicing

RNA-seq for *Psi* KD wing imaginal discs detected 882 differentially expressed (DE) genes compared with control (Fig. 3A, Table S2). As expected, based on our previous studies (Guo et al., 2016), *Myc* mRNA levels were significantly reduced in *Psi* knockdown wing discs (Fig. 3A, log_2_FC=-0.369, adjusted *P*=0.0008). An additional 428 genes were downregulated in *Psi* KD wing discs, while 453 genes were upregulated (Fig. 3A). In addition to binding single-stranded DNA, mammalian FUBP-family proteins can also bind RNA via their KH domains to regulate RNA processing (Gherzi et al., 2014; Miro et al., 2015). As Psi binds RNA via the KH motifs to control RNA splicing (Labourier et al., 2002; Wang et al., 2016), we therefore analysed differential splicing using rMATS (Shen et al., 2014), which identifies mis-spliced events and additionally has the capacity to discover unannotated splice sites. rMATS detected 1349 events at 582 genes with differential splicing for *Psi* KD compared with control (Table S3). Classification into splicing event types by rMATS identified exon skipping (53%) and mutual exon exclusivity (26%) as the most common alterations in *Psi* KD (Fig. 3B). Based on rMATS analysis, *Myc* was not differentially spliced after *Psi* depletion, as downregulation occurred without a relative change in the proportion of reads overlapping introns (Fig. S5A). Thus, Psi predominantly functions to regulate *Myc* at the level of transcription. Together with Psi binding across the *Myc* gene (Fig. 2A), and the requirement for Psi in RNA Pol II loading on *Myc* and maintenance of *Myc* mRNA levels (Guo et al., 2016), our data strongly suggest that Psi regulates *Myc* at the level of transcription.

**Fig. 3.**
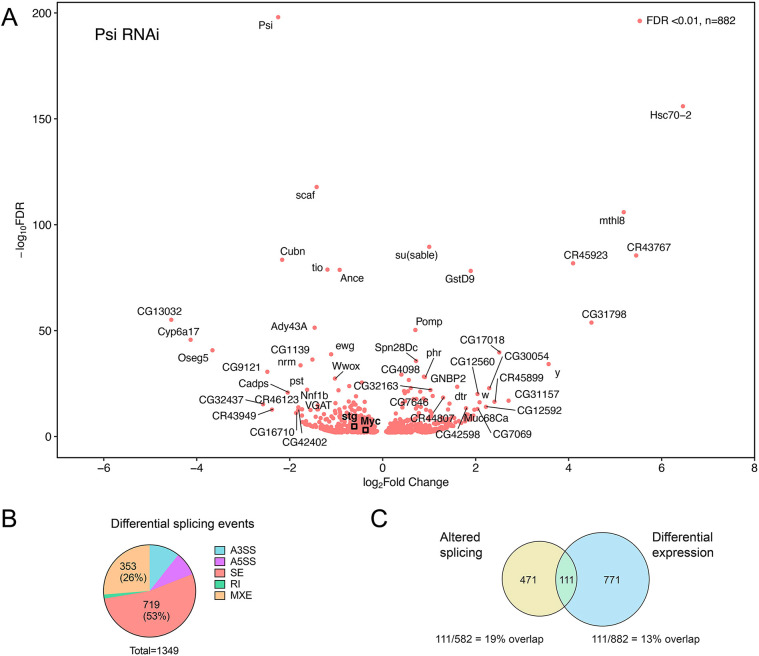
**Significantly altered genes after *Psi* knockdown in wing discs.** (A) Genes with statistically significant altered expression after *Psi* knockdown at FDR<0.01. Top 50 genes with greatest fold change and smallest *P*-value are labelled. *Myc* and *stg* are highlighted with black squares. (B) Proportion of differential splicing events detected by rMATS at FDR<0.01: alternative 3′ splice site (A3′SS), alternative 5′ splice site (A5′SS), skipped exon (SE), retained intron (RI) and mutually exclusive exons (MXE). (C) Intersection of differentially expressed genes with genes exhibiting altered splicing.

Ontology analysis of genes differentially spliced in *Psi* knockdown wings, compared with control, detected enrichment for developmental pathways (Fig. S5B). Intersection of expression and splicing data identified 111 genes both differentially expressed and alternately spliced (Fig. 3C). The relatively small overlap (13% alternately spliced and 19% differentially expressed) indicates that most transcriptional and splicing changes occur independently and implying that defective coupling of transcription and splicing, where impaired transcription indirectly alters splicing patterns (Bentley, 2014), is not a major attribute of Psi loss of function. Moreover, differentially spliced and altered genes included splicing regulators SF1, Saf-B and B52 (Brooks et al., 2015; Mayeda et al., 1992; Park et al., 2004), the dysregulation of which may indirectly contribute to splicing defects associated with Psi depletion. In order to elucidate roles of Psi in transcriptional control without confounding effects of differential splicing, subsequent analysis focused on the direct transcriptional targets of Psi that are altered at the level of expression rather than by splicing.

### Direct targets of Psi control development

The intersection of the *Psi* KD transcriptome and DNA-binding profiles, used to identify the direct and differentially expressed targets of Psi, identified 127 genes shared between the two gene sets (Fig. 4A, Table S4). Genome-wide, 16% of DE genes in *Psi* KD wing discs were directly bound by Psi, while 84% of the DE genes were likely controlled indirectly. Of note, given the requirement for mitosis (Fig. 1), Psi was enriched on the essential mitotic phosphatase *Cdc25* (also known as *stg*), and required for maintaining endogenous levels of *stg* expression (Figs 5A and 3A)*.* As observed for *Myc*, splicing of *stg* was not altered by *Psi* knockdown (Fig. S5C), indicating Psi regulates *stg* at the transcriptional level. Moreover, *stg* overexpression restored tissue size in *Psi* KD wings (Fig. 5B,C; Fig. S7A), suggesting decreased *stg* expression is required for impaired growth in Psi-depleted wings. 

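Psi was enriched over the promoter of *stg* (FBgn0003525), the gene on the minus strand of chromosome 3R of BDGP6 from 29251826 to 29255800. A Psi peak from 29253918 to 29256112 had a score of 2.24 and an FDR of 1.36e-06 and lay over the transcription start site. A further peak upstream of the gene, from 29256219 to 29258950, had a score of 2.17 and an FDR of 4.50e-09. Psi peaks covered 47.4% of the gene. Of the bases of the peak over the start site, 41.5% were intronic, 39.7% were untranslated exon and 14.2% lay outside protein-coding genes. No significant RNA Pol peak lay within 1 kb of *stg*. The nearest, from 29256900 to 29260020 with a score of 1.44, began 1.1 kb upstream of the start site and overlapped the upstream Psi peak.

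**Figure D4:**
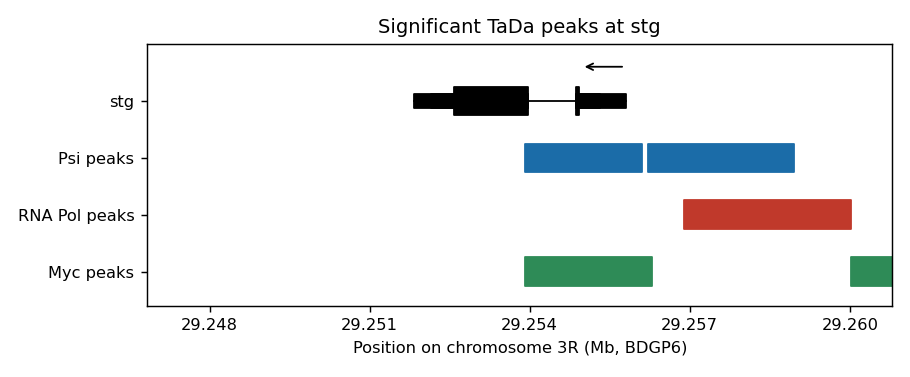
Significant TaDa peaks at *stg* on chromosome 3R of BDGP6, with position in Mb on the horizontal axis. Bars show every peak of the Psi, RNA Pol and Myc lists within 5 kb of the gene. In the gene drawn at the top, tall boxes are coding exons, low boxes are untranslated exons, the line is intron and the arrow marks the direction of transcription, from right to left. The Psi bars run from 29253918 to 29256112 and from 29256219 to 29258950, and the RNA Pol bar, upstream of the gene, from 29256900 to 29260020.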

*Stg* overexpression alone, or in the background of Psi depletion, dramatically reduced the proportion of G2 cells and increased mitoses (Fig. 5D). Thus, Psi likely drives wing growth by upregulating *Myc*, and couples S-phase progression with entry into mitosis via upregulation of *stg*.

**Fig. 4.**
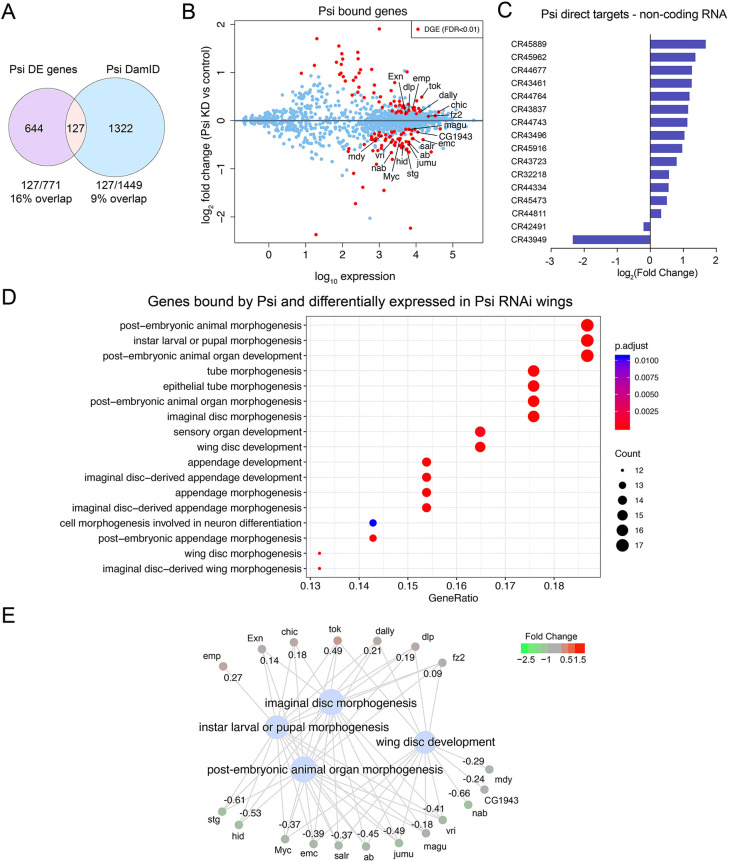
**Psi binds and regulates developmental genes.** (A) Intersection of differentially expressed genes after *Psi* knockdown with genes bound by Psi. (B) MA plot showing only genes bound by Psi (blue) while statistically significant DGE events at FDR<0.01 are shown in red. (C) Fold change and expression of ncRNA Psi targets. (D) Ontology of mutually inclusive genes from the intersection in A. (E) Genes regulated by Psi with annotated roles in wing morphogenesis; log_2_(fold change) values are as indicated.

**Fig. 5.**
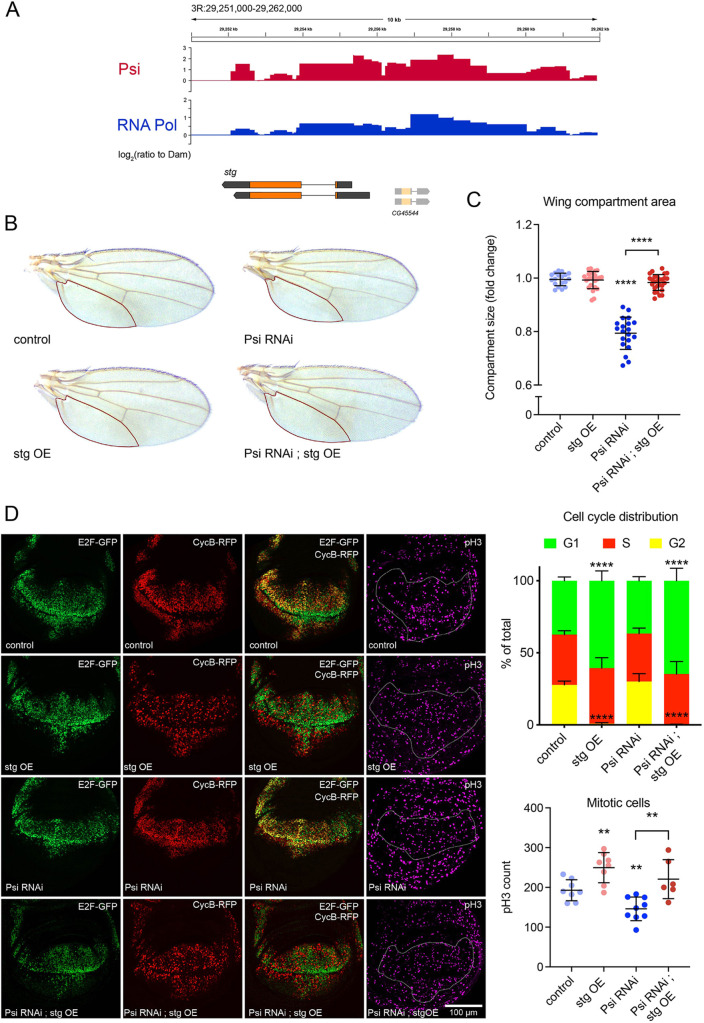
**Stg overexpression rescues impaired growth associated with Psi depletion.** (A) Psi and RNA Pol II binding profiles across the *stg* gene in larval wing discs (log_2_ of the ratio to Dam-only control). (B) Adult wings with *ser*-GAL4 driven knockdown of *Psi* alone or in combination with *stg* overexpression (OE). (C) Quantification of the posterior compartment of the adult wing defined by the L5 vein, marked with a red outline in B. ****P_adj_<0.0001 (corrected for multiple testing using the Benjamini-Hochberg FDR method). (D) Third instar larval wing discs with *ser*-GAL4 expression of *UAS*-*FUCCI* with genotypes as marked, stained using anti-pH3 antibody. Quantification of the proportion of cells undergoing each cell cycle stage (*n*>6) and the total number of mitotic cells. ****P<0.0001 compared with control, **P<0.01 (*t*-test). Each data point represents a single adult wing or wing disc. Data are mean±s.d.

However, Psi did not invariably activate Pol II-dependent transcription, as observed for *Myc* and *stg*, rather, direct Psi targets were equally up- (64) and downregulated (63) in *Psi* KD wings (Fig. 4B). 

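The 16 non-coding RNAs drawn in Fig. 4C all had a Psi peak within 1 kb, as their choice by the study requires, so their number is a check on the lists and was not tested. A Psi peak overlapped 15 of them, and the remaining *lncRNA:CR43949* (chromosome 3L from 16020409 to 16021506) lay 0.504 kb from a peak. The transcription start site lay in a Psi peak for 10. RNA Pol peaks lay within 1 kb of 11. The highest Psi scores were those of *lncRNA:CR45916* (2.87), on chromosome 3L from 19562636 to 19566533, and *lncRNA:CR45473* (2.62), on chromosome X from 140722 to 142197. The antisense RNA drawn there as CR44811, *asRNA:bsAS* in the annotation, lies on chromosome 2R from 24351477 to 24369689 and had 4 Psi peaks, with a highest score of 2.21.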

Among the direct targets of Psi were 16 long non-coding RNAs, most of which (14/16) were upregulated, consistent with repression by Psi (Fig. 4C). Although the function of these lncRNAs is unknown, CR44811 has been linked with developmental growth control: being activated by the Yki transcriptional co-activator downstream of Hippo in wing discs (Zhang et al., 2017).

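Among the wing morphogenesis genes drawn in Fig. 4E are *ab*, *CG1943*, *emc*, *hid*, *jumu*, *magu*, *mdy*, *nab*, *salr* and *vri*. All 10 had a Psi peak within 1 kb, as their choice by the study requires. The peak overlapped the gene in each case, and 6 had an RNA Pol peak within 1 kb. The cell death gene *hid* (score 2.47), the helix-loop-helix gene *emc* (2.46) and the transcriptional co-factor gene *nab* (2.25) had the highest Psi scores. The transcription factor gene *ab*, the Dpp pathway genes *magu* and *salr*, and *CG1943* had no RNA Pol peak within 1 kb. The transcription start site lay in a Psi peak in 2 of the 10, *hid* and *vri*.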

Ontology analysis of direct and differentially expressed targets revealed that Psi predominantly modulates genes implicated in developmental growth and morphogenesis (Fig. 4D,E). The observation that similar numbers of direct Psi targets were upregulated after *Psi* KD suggested novel transcriptional repressor roles for Psi. Repressed Psi targets, which are crucial for growth inhibition in the wing, would be predicted to rescue the small wing phenotype associated with *Psi* knockdown (Guo et al., 2016). Thus, we sought to identify the directly repressed candidates, previously associated with wing development (including *chic*, *dally*, *dlp, fz2, tok, emp* and *Exn*, Fig. 4E, Fig. S6), that mediate Psi-dependent wing growth. 

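Each of these 7 genes had both a Psi peak and an RNA Pol peak within 1 kb, and a Psi peak overlapped each gene. The study chose them on Psi binding, so this is a description and not a test. *fz2*, a Wg receptor gene, had the highest Psi score (2.44), with 4 peaks, the nearest lying 61.4 kb from its start site. The nearest RNA Pol peak lay 39.9 kb from that site, which is the outermost annotated end of the gene and need not be the promoter in use. *dlp* and *dally* encode glypicans, and their highest Psi scores were 2.17 and 1.67. *chic*, which encodes profilin, was overlapped by Psi peaks with scores of 1.86 and 1.7, and a peak with a score of 2.04 lay outside it, over the neighbouring *eIF4A*. The highest score at *emp* was 1.94. The tolloid-like protease gene *tok* (FBgn0004885, chromosome 3R from 24719697 to 24749125, plus strand) had a Psi peak from 24719874 to 24721300 with a score of 1.95. That peak lay 0.177 kb from the start site, and 88.5% of its bases were intronic and 11.5% untranslated exon. The RNA Pol peak at *tok*, from 24718919 to 24721300 with a score of 1.53, included the start site. *Exn* had the lowest Psi score of the 7 (1.65).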

RNAi transgenes without predicted off-targets were validated for *emp*, *fz2*, *chic* and *dally* (Fig. S7B). Impaired wing growth due to *Psi* depletion was not suppressed by co-KD of *emp*, *fz2*, *chic* or *dally* (Fig. S7C), suggesting KD of these targets individually is insufficient to modify Psi-dependent wing growth. However, co-knockdown of *dlp* or *Exn* suppressed the *Psi* KD small wing phenotype (Fig. S8A), indicating these transcriptional targets are crucial mediators of the impaired wing growth associated with *Psi* KD. Importantly, co-expression of a *UAS*-RFP transgene, to control for GAL4 dilution, did not modify the impaired wing growth associated with *Psi* KD (Fig. S7C). Nevertheless, despite the capacity to suppress impaired growth caused by Psi depletion, individual KD of *dlp* (a Dally-like glypican that regulates Wg/Wnt signalling; McGough et al., 2020) significantly reduced wing growth (Fig. S8B), suggesting that *dlp* is required for growth. In contrast, depletion of *Exn* alone was sufficient to promote wing overgrowth (Fig. S8B). A second, independent *Exn* RNAi line similarly suppressed the Psi KD small wing phenotype and increased wing size (Fig. S8C,D).

To determine the cellular basis for altered wing growth, we characterised *Exn* KD larval wing imaginal discs. To control for possible effects of GAL4 dilution, we also verified that co-expression of a *UAS*-RFP transgene did not modify the *Psi* KD larval wing phenotypes (Fig. S8E-G). *Exn* knockdown did not modify mitosis (Fig. S8E) or nucleolar size (Fig. S8F), either alone or in combination with *Psi* KD, but *Exn* KD alone reduced apoptosis (Fig. S8G), suggesting overgrowth may be a consequence of increased cell survival. However, *Exn* co-depletion did not modify apoptosis in *Psi* KD wing discs, indicating suppression of the small wing phenotype by Exn is not likely due to increased survival in the larval stage, although wing size may be restored by increased survival in the pupal stage.

The *tok* RNAi TRIP line (BL66320) efficiently depletes *tok* mRNA without altering the potential off target predicted by dsCheck analysis (*Srrm234*, Fig. S9A,B). *Ser-*GAL4 driven *tok* RNAi KD did, however, result in significantly increased apoptotic cell death and ablation of the dorsal compartment (Fig. S9C). To analyse potential proliferative phenotypes in third instar wings before the induction of cell death, we used GAL80^ts^ for transient induction of *ser-*GAL4-driven *tok* KD. Indeed, fibrillarin staining 24 h after induction of *tok* KD revealed significantly increased nucleolar area, suggesting tok is required for inhibition of cell growth (Fig. S9D). However, the rapid induction of cell death associated with cell overgrowth driven by the *tok* RNAi KD precluded analysis of mitosis in the larval wing disc, while larval lethality prevented analysis of adult wing phenotypes.

Thus, to further analyse Tok function in the wing, we used previously described *tok^1^* and *tok^3^* loss-of-function mutants (Finelli et al., 1995). To avoid confounding effects of potential off-target mutations in these strains, we analysed wing imaginal discs for *tok^1^*/*tok^3^* transheterozygotes. We observed increased mitoses in *tok^1^*/*tok^3^* larval wings compared with control (Fig. 6A,B). The more severe phenotype for *tok* RNAi compared with *tok^1^*/*tok^3^* transheterozygotes likely reflects the difference between acute depletion of Tok specifically in the dorsal wing compartment with reduced Tok in the whole animal. Specifically, we predict the rapid depletion of Tok results in cellular overgrowth, but this is associated with cellular stress and associated apoptosis, preventing cell cycle progression. Importantly, survival of *tok^1^*/*tok^3^* wing discs enabled modification of the Psi KD mitotic phenotype to be tested without confounding effects of cell death. Not only did *tok^1^*/*tok^3^* transheterozygotes show increased larval wing mitosis, but *tok^1^*/*tok^3^* transheterozygotes restored mitoses in the *Psi* KD dorsal compartment to the control range (Fig. 6A,B). Thus, Tok depletion suppressed impaired cell division associated with Psi KD in the larval wing.

**Fig. 6.**
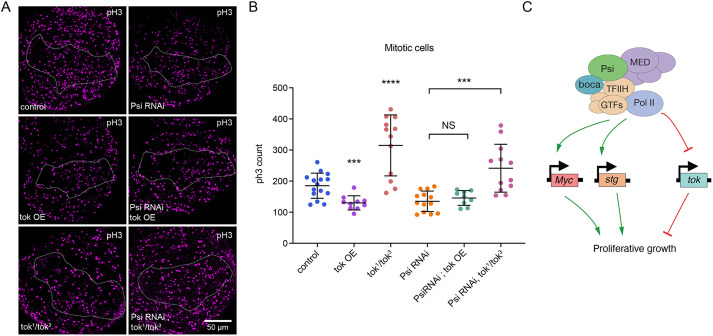
**Repression of *tok* is required for Psi-dependent cell division.** (A) Larval wing discs with *ser*-GAL4-driven *tok* overexpression (OE) and/or *Psi* RNAi, or *tok^1^*/*tok^3^* transheterozygotes with or without *ser*-GAL4 driven *Psi* RNAi KD stained using anti-pH3 to detect mitosis. (B) Quantification of mitotic cells in the *ser*-GAL4 compartment, ****P<0.0001. Each data point represents a single wing disc. Data are mean±s.d. (C) Model for Psi function in regulating proliferative growth during development.

As RNA-seq showed increased *tok* expression in *Psi* KD wings (Fig. 4E), we further tested whether *tok* overexpression (OE) (validated in Fig. S9A) was sufficient to alter wing size. Consistent with growth inhibitory roles, *tok* OE in the dorsal compartment reduced adult wing size alone, but did not further impair growth in *Psi* KD wings (Fig. S9E). *tok* OE did not alter nucleolar size or cell death, either alone or in the background of *Psi* KD (Fig. S9F,G), but significantly decreased wing disc mitosis to levels comparable with *Psi* KD alone (Fig. 6A,B). Thus, the increased *tok* detected in *Psi* KD wings likely contributes to impaired growth, further suggesting that *tok* is a key target of Psi-dependent transcriptional repression in the developing wing. Taken together, our data suggest that Psi promotes cell division and tissue growth through direct activation of the cell cycle target genes *Myc* and *stg*, and through repression of *tok*, which functions as an inhibitor of proliferation during wing development.

## DISCUSSION

Using genome-wide binding and transcriptome profiling, combined with functional studies, we demonstrate that Psi controls proliferative growth during development through transcriptional regulation of multiple targets (Fig. 6F). Myc overexpression in the larval wing disc drives G1- to S-phase progression, but is unable to activate the Cdc25/Stg phosphatase to drive mitotic entry and, thus, results in a G2 delay, which can be overcome by independently increasing Stg (Johnston et al., 1999; Reis and Edgar, 2004). Thus, transcriptional upregulation of *Myc* and *stg* by Psi provides a mechanism to increase both G1-S and G2-M machinery, coupling cell growth and division to enable wing growth.

Although Psi binds and regulates transcription of multiple direct targets, the individual changes to each gene are small, consistent with the function of the homologous mammalian FUBP1 protein in fine-tuning Pol II-dependent transcription (Liu et al., 2006; Zheng et al., 2020). Our data suggest that Psi regulates tissue growth through broad alterations to the transcriptome, i.e. altering numerous target genes, which in combination alter cell growth (e.g. *Myc*) and cell division (*stg* and *tok*). Moreover, indirect targets of Psi have the potential to impact growth. For example, *erect wing genes* (*ewg*) was not directly bound by Psi, but was among the top downregulated genes in *Psi* KD wings (Fig. 3). 

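*ewg* (FBgn0005427) lies on the minus strand of chromosome X of BDGP6 from 268509 to 279718. No significant Psi or RNA Pol peak lay within 1 kb of it, and its transcription start site lay 15.5 kb from the nearest Psi peak.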

As a modulator of Hippo and Wg/Wnt pathways (Hsiao et al., 2013; Xin et al., 2011), decreased *ewg* may contribute to impaired wing growth associated with *Psi* depletion.

In addition, we have identified Tok as a novel cell cycle inhibitor and a direct target of Psi repression. The Tok metalloprotease, which is implicated in TGFβ/Dpp pathway signalling, regulates embryonic patterning by cleaving the secreted protein Sog, which in turn activates TGFβ/Dpp (Peluso et al., 2011; Serpe and O'Connor, 2006; Serpe et al., 2005). In the wing, TGFβ/Dpp signalling activates Myc (Doumpas et al., 2013) to drive proliferative growth (Bosch et al., 2017). Our observations that *tok* overexpression inhibits proliferation and impairs wing growth suggest that *tok* is unlikely to do so through activation of Dpp. Consistent with *tok* having additional cleavage targets, recent studies have revealed functions in proteolytic cleavage of the axon-guidance protein Slit (Kellermeyer et al., 2020). Given the significant growth inhibitory functions of *tok* in the wing, unbiased approaches to identify pro-proliferative targets will be of great interest.

Mass spectrometry previously identified the transcriptional Mediator (MED) complex as a major component of the Psi protein interactome (Guo et al., 2016). By sensing cellular signalling inputs, MED modulates context-dependent RNA Pol II transcription and, thus, controls development by integrating diverse signalling networks (Allen and Taatjes, 2015). For example, MED12 and MED13 integrate Wg/Wnt and Notch signals to modulate transcription of downstream target genes and to establish compartment boundaries in the wing (Carrera et al., 2008; Janody and Treisman, 2011; Janody et al., 2003). The endoplasmic reticulum protein Boca, which enables trafficking of the arrow (Arr) receptor that, together with Fz/Fz2, is activated by the Wg/Wnt ligand (Culi and Mann, 2003; Tolwinski et al., 2003), is one of the major protein interacting partners of Psi/MED (Guo et al., 2016). Psi also physically interacts with Dishevelled (Dsh) (Guo et al., 2016), a conserved Wg/Wnt pathway adaptor that, upon activation of Fz/Fz2, sequesters the APC/Axin protein destruction complex to stabilise β-catenin/Armadillo and activate Wg/Wnt transcriptional targets (Bejsovec, 2006). Psi protein is ubiquitously expressed in the wing, i.e. expression does not correlate with expression of major wing patterning pathways (Guo et al., 2016). Psi does, however, undergo phosphorylation (Bodenmiller et al., 2008), suggesting the potential for post-translational regulation of Psi activity by upstream signalling pathways in the wing. Therefore, future studies to determine whether interaction between the Psi/MED transcriptional network and developmental signalling pathways that are crucial for wing growth, including Wg/Wnt, TGFβ/Dpp and Hippo, are warranted.

The first characterised member of the FUSE Binding Protein family, FUBP1, was discovered in human cells. Although FUBP1-like proteins have been annotated in all metazoans, including *C. elegans* (Davis-Smyth et al., 1996), orthologous proteins are not apparent in yeast. In light of our findings, we speculate the FUBP family may therefore have arisen to enable the patterning of cell growth that is essential for the development of multicellular organisms.

## MATERIALS AND METHODS

### Expression constructs

*pTaDaG-Psi* was generated by PCR amplifying the ORF inserts from DRGP plasmid FMO09121 and cloning into the *pTaDaG* vector cut with BglII/XhoI via NEB HiFi Assembly (NEB). PCR primers for NEB HiFi Assembly were designed using PerlPrimer. *pTaDaG-RpII18* was generated via the insertion of a custom gBlock (IDT) containing *cMycNLS-linker-RpII18-RA* ORF into *pTaDaG* cut with BglII/XhoI via NEB HiFi Assembly. Primer and gBlock sequences are provided in Tables S5 and S6.

### Fly stocks

*Drosophila melanogaster* stocks were maintained on a standard molasses and semolina *Drosophila* medium. Genetic crosses were raised at 25°C except when performed in the temperature-sensitive GAL80 background, where they were initially raised at 18°C followed by a shift to 29°C. The *Serrate-*GAL4 (BL6791), *Scalloped-*GAL4 (BL8609), *Tubulin-*GAL4 (BL5138), *Tubulin-*GAL80^ts^ (BL7019), *UAS-chic* RNAi (BL34523), *UAS-dally* RNAi (BL33952), *UAS-dlp* RNAi (BL34091), *UAS-Exn* RNAi (BL33373), *stg OE* (BL4777), *tok OE* (BL20105), *tok* RNAi (BL66320), *tok^1^* (BL4586), *tok^3^* (BL4569) and *UAS-FUCCI* (BL55110) lines were obtained from the Bloomington *Drosophila* Stock Centre. The *UAS-Psi* RNAi (v105135), *UAS-Psi* RNAi line 2 (v28989), *UAS-emp* RNAi (BL53257), *UAS-Exn* RNAi line 2 (v105885) and *UAS-fz2* RNAi (v108998) were obtained from the Vienna *Drosophila* Resource Centre. Targeted DamID lines generated for this study (*TaDaG-psi* and *TaDaG-rpII18*) were generated by BestGene through phiC31-integrase-mediated insertion of the appropriate expression vectors into attP2 on chromosome 3.

### Immunofluorescence, microscopy and image analysis

Crosses were maintained at 25°C. Wandering 3rd instar larvae were dissected and fixed for 20 min in 4% paraformaldehyde (PFA), washed in PBS with 0.1% Tween (PBT), blocked in 5 mg/ml bovine serum albumin (BSA) before incubation overnight at 4°C with primary antibody. Primary antibodies used for immunofluorescence were: mouse anti-fibrillarin (1:1000, Abcam ab4566), rabbit anti-phospho-Histone3 (1:5000, Abcam ab14955) and mouse anti-Dcp1 (1:500, Cell Signaling 9578S). After incubating with appropriate fluorophore-tagged secondary antibodies (Jackson ImmunoResearch: anti-rabbit 488, 1:1000, 711-545-152; anti-mouse 488, 1:1000, 715-545-150; anti-rabbit 680, 1:1000, 711-625-152; and anti-mouse 647, 1:1000, 715-605-151) samples were counterstained with DAPI solution and wing imaginal discs imaged using the Zeiss LSM800 confocal microscope (Zen Blue software). Overlapping 1 μm *z*-sections were collected at 40× magnification. Fluorophores were imaged using band-pass filters to remove cross-detection between channels. Images were processed and prepared using Image J and Adobe Photoshop. Fibrillarin size was quantified in FIJI on confocal *z*-sections of wing columnar epithelial cells, merged to display maximum projections (two or three sections). Thresholding was performed and images were used to measure average Fibrillarin area or cell size in the dorsal compartment marked by *serrate-*GAL4>*UAS*-RFP expression. Fifty to 100 nucleoli were selected using freeform selection tool, and analysed with the ‘Analyse Particles’ tool, with minimum particle size of 0.5 μm^2^ applied to exclude noise and out of focus nucleoli. The output used image metadata to calculate average area in μm^2^ for each wing disc analysed. Total caspase area in the wing pouch was measured in FIJI using the maximum *z*-projection of the entire wing disc. FUCCI/ pH3 analysis was performed in Imaris. Total spot pH3 counts were counted in the Serrate-GAL4 compartment. Spot counts for green and red channels were generated, and the MatLab XTension ‘Colocalize Spots’ used to detect spots that were found in similar 3D coordinates, i.e. colocalised, using a distance threshold of 1 μm. The counts for green-only, red-only and yellow-only cells were expressed as proportion of the total cells counted, corresponding to G1, S and G2 cell cycle phases, respectively.

### Polytene immunostaining

The larvae were heat shocked for 20 min at 36.5°C. Polytene squashes and immunofluorescence labelling was carried out as previously described (Schwartz et al., 2004). The chromosomes were stained with Psi antibody (raised against full-length Psi protein in guinea pigs) at 1:20 and Hoechst 33258 for labelling of DNA.

### DamID sample preparation

Embryos from parental crosses using the *sd*-GAL4 ; *tub*-GAL80^ts^ driver were collected over the course of <4 h lays at 25°C, after which the embryos were placed at the repressive temperature of 18°C for 7 days until the second larval instar stage. The larvae were then shifted to the permissive temperature of 29°C for 24 h. Larval wing discs were collected in ice-cold PBS, genomic DNA was extracted using a Zymo Quick-DNA kit (D4069) after treatment with Proteinase K for 1-3 h at 56°C in the presence of 50 μM EDTA. GATC methyl-specific digest using DpnI was carried out at 37°C overnight, and cleaned up using a Machery-Nagel PCR purification kit (740609.50). Samples were eluted into 30 μl H_2_O and 15 μl was used for subsequent preparation. Adaptors for PCR enrichment of methyl-digested sites were ligated for 2 h at 16°C using T4 DNA ligase. A digest of unmethylated GATC sequences was performed with DpnII at 37°C for 2 h, in order to decrease signal from unlabelled sites. PCR using MyTaq polymerase (Bioline BIO-21,113) was performed with three long extension cycles followed by 17 short extension cycles as described previously (Vogel et al., 2007). The PCR products were cleaned up again with a Machery-Nagel PCR purification kit. PCR adaptors were removed by overnight digest at 37°C with AlwI. Samples were sonicated in 100 μl volumes using a Covaris S2 sonicator at 10% DUTY, 140 W peak incident, 200 cycles per burst and 80 s duration, achieving a 300 bp average fragment size. Sample clean-up and library preparation was carried out using Sera-Mag Speedbeads hydrophobic carboxyl magnetic beads (GE Healthcare, 65152105050250). After bead cleanup, sample concentrations were measured using Qubit DNA HS reagents (Thermo Fisher, Q32854) and <500 ng of DNA for each sample was used to generate the libraries. End repair was performed for 30 min at 30°C with T4DNA Polymerase, Klenow Fragment and T4 polynucleotide kinase. 3′ ends were adenylated using Klenow 3′ to 5′ exo-enzyme for 30 min at 37°C. Unique index adaptors were ligated to each sample using NEB Quick Ligase for 10 min at 30°C. The samples were cleaned up with Sera-Mag beads twice to ensure the removal of sequencing adaptor dimers. DNA fragments were enriched by PCR using NEB Next Ultra II Q5 Master Mix (NEB M0544S), before final clean up using Sera-Mag beads. Successful ligation of adaptors and the absence of adaptor concatemers were verified using an Agilent Bioanalyser, and the final concentration was measured using Qubit. The libraries were pooled to achieve an equimolar concentration of each sample based on average fragment size and concentration, with a final total concentration of 2 nM. The samples were sequenced using a HiSeq2500 Illumina platform in Rapid Run mode with 50 bp single-end reads.

### DamID analysis

The DamID dataset was analysed using a single pipeline workflow (Marshall and Brand, 2015). The damidseq_pipeline script was used to align the reads to the *Drosophila* BDGP6 genome with Bowtie2, to identify GATC sites and to calculate the normalised log_2_ ratio of the Dam-fusion protein profile and Dam alone. Spearman sample correlation and genomic coverage clustered metaplots were generated using the deepTools package (Ramírez et al., 2016), using the output of the damidseq_pipeline bedgraph files converted into bigwig files. To generate representative genome-wide binding profiles, the average enrichment of TaDa samples (3×biological replicates) was calculated at each GATC-flanked genomic fragment. Enrichment profiles in bedgraph format were visualised using the Integrative Genome Viewer (IGV). Significant peaks were detected at 1% FDR using the find_peaks script, peaks2genes script to identify genes within 1 kb of the discovered peaks, and transcriptionally active genes were identified using the polii.gene.call script (Marshall and Brand, 2015).

### RNA-seq

Larval wing discs were collected after 3 days of GAL4-induced knockdown. For each sample, three collections of 20 larval wing discs were pooled (60 wing discs in total). RNA was extracted using the Promega ReliaPrep RNA Tissue miniprep system and eluted in 50 μl nuclease-free water and RNA integrity verified using a Bioanalyser Tapestation. Library preparation was carried out by the ACRF Biomolecular Resource Facility, John Curtin School of Medical Research, Australian National University. RNA was prepared using the standard TruSeq Illumina protocol preserving strandedness information, with Oligo-dT beads used to enrich for mRNA and exclude other RNA. Samples were sequenced using the HiSeq2500 Illumina system, with 100 bp paired-end reads.

### Differential expression analysis

RNAseq sequences were aligned to the *Drosophila melanogaster* genome FlyBase release 6.10 using Tophat2. The gene counts were performed using HTSeq Python package (Anders et al., 2015). Significant differential expression was analysed using DESeq2 R package (Love et al., 2014), with FDR cutoff 1% used to identify statistically significant events.

### Gene ontology analysis

Gene Ontology analysis of Entrez IDs associated with significantly altered genes was performed using the clusterProfiler R package (Yu et al., 2012). The Benjamini-Hochberg multiple testing correction method was used and adjusted *P*-value cutoff of 0.05 was applied. The clusterProfiler filtering function was applied to exclude parent terms, where applicable.

### Differential splicing analysis

Analysis of differential splicing was performed using rMATS 4.0.2 (Shen et al., 2014) on BAM files aligned for differential expression. Junction reads as well as reads covering the exon of interest were used to calculate differences in exon inclusion rates. Adjusted *P*-value cutoff of 0.01 was applied to detect significant splicing changes. The ggsashimi package (Garrido-Martín et al., 2018) was used to generate a sashimi plot of average reads across the *Myc* and *stg* genes.

### qPCR

RNA was isolated from equivalent numbers of wing imaginal discs (10 pairs for each genotype) using the Promega ReliaPrep RNA Tissue miniprep system and eluted in 20 μl nuclease-free water. RNA purity and integrity were assessed using an automated electrophoresis system (2200 TapeStation, Agilent Technologies). 5 μl of RNA was used for each cDNA synthesis (GoScript Reverse Transcription System kit, Promega). qPCR was performed using Fast SYBR Green Master Mix (Applied Biosystems) using the StepOnePlus Real-Time PCR System and Sequence Detection Systems in 96-well plates (Applied Biosystems, 95°C for 2 min, 40 cycles of 95°C for 1 s and 60°C for 20 s). Amplicon specificity was verified by melt curve analysis. Average Ct values for two technical replicates were calculated for each sample. Multiple internal control genes were analysed for stability and target gene expression was normalised to the mean of *cyp1* and *tubulin* alone, which were selected for having high expression and little sample-to-sample variability, as determined by RefFinder. Fold change was determined using the 2-ΔΔCT method.

Primers used were as follows: chic, 5′ TTTACCTTTCCGGCACAGACC 3′ and 5′ TGGAAACGATCACGGCTTGT 3′; dally, 5′CATCATCACACCAGCAGCCT 3′ and 5′ GCCAATTCCAGGACGTGACT 3′; dlp, 5′ TTTCCAAGCGAGAGGAATCG 3′ and 5′ ACCGAAGGGGACTCGCAATA 3′; emp, 5′ GGACCCTACGTTTACAGCGA 3′ and 5′ TGTAGCTCAGCGTGCCATTG 3′; Exn, 5′ CTTAAGGACCAAGCCGGCAA 3′ and 5′ AAGACAACACCAGCTCGACG 3′; fz2, 5′ CGACTGCATGTGACACCAAAG 3′ and 5′ GGGCAATGTCGCCCATGAAA 3′; stg, 5′ TGCTGTGGGAAACTATTGTGGA 3′ and 5′ GCTACTCGAACTGCTGGTGT 3′; tubulin, 5′ TCAGACCTCGAAATCGTAGC 3′ and 5′ AGCCTGACCAACATGGATAGAG 3′; cyp1, 5′ TCGGCAGCGGCATTTCAGAT 3′ and 5′ TGCACGCTGACGAAGCTAGG 3′.

### Adult wing analysis

Adult wings were mounted in paraffin oil. Adult wing size was determined for male wings that were imaged with an Olympus SZ51 binocular microscope, at 4× magnification using an Olympus DP20 camera. Wing size was measured by pixel count for the area posterior to wing vein L5 using FIJI.

### Statistics

All statistical tests that were not part of the RNAseq or DamID analysis were performed with Graphpad Prism 7 using an unpaired two-tailed *t*-test with 95% confidence interval. *P*-values for the adult wing size data were corrected for multiple testing using the Benjamini-Hochberg FDR method. In all figures, the error bars represent s.d. and significance is represented according to the Graphpad classification *P=0.01-0.05, **P=0.001-0.01, ***P=0.0001-0.001 and ****P<0.0001.

## Supplementary Material

10.1242/develop.201563_sup1 Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

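Binding of Psi, of the common RNA polymerase subunit Polr2F (RpII18) and of Myc was profiled by TaDa in wing imaginal discs of female *Drosophila* larvae, with 3 samples for each Dam fusion and 7 samples with Dam alone. Samples were assigned by their titles, the series design and the paper. A further description label, which reads as RNAi or control, conflicts with these sources and was not used. The Dam-only samples were shared unevenly: sample 1 served 2 Psi samples and 1 RNA Pol sample, sample 2 the remaining Psi sample, samples 3 to 5 the Myc samples, and samples 6 and 7 the remaining RNA Pol samples.

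The authors aligned single-end reads to BDGP6 with Bowtie2 through damidseq_pipeline, computed the normalised log2 ratio of Dam fusion to Dam alone at GATC fragments, averaged it over the 3 replicates and called peaks with find_peaks at an FDR of 1%. Versions of the aligner and the peak caller are not given in the sources used here. The deposited lists hold, for each peak, its position, a score and an FDR, both computed by the authors. The formula of the score is not stated in the paper's text, so it was used only to rank and describe peaks within a list. Since each list was called on an average, replicates cannot be compared, no SD can be given, and the read depth is unknown. Processed signal tracks, the RNA-seq and the paper's supplementary gene tables were not used here.

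Gene models came from Ensembl release 115 for BDGP6 version 54. All 23973 annotated features were used, transposable elements and pseudogenes included, and a feature was called bound when a peak lay within 1 kb. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Overlap of lists was tested one-sided against circular shifts within chromosome arms, which keep the number, widths and clustering of peaks. The smallest p these can give is 0.0001. Counts of RNA classes and of protein-coding genes were tested two-sided against the same kind of shifts. Gene groups were tested two-sided against random protein-coding genes matched on length decile. For both, 0.0002 is the smallest p. Psi and RNA Pol were compared within groups by the exact McNemar test over the genes called in only 1 of the lists, which describes these lists and not replicates. Adjustment was by the Benjamini-Hochberg method within each family, and 0.05 was the threshold.

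There were 24 gene groups: cytoplasmic ribosomal proteins, translation factors, ribosome biogenesis, cell cycle, the Wg, Dpp and BMP, Hh, Notch, Hippo and EGFR pathways and their union, wing transcription factors, chemosensory genes, seminal fluid and mating, phototransduction, Mediator, splicing factors, heat shock, and markers of myoblasts, haemocytes, trachea, neurons, muscle and fat body. All members were matched to the annotation by symbol or an older name. The matching of older names was corrected after the values had been seen, because *Dl* and *dys* had been taken for other genes. No group changed its call by this. The genes named are every gene the paper names or draws for TaDa binding, the splicing regulators SF1, Saf-B and B52, the genes of the fusion proteins, the genes at the 10 highest-scoring peaks of each list, up to 4 bound genes with the highest score in each group, and the genes at the 5 highest-scoring peaks of Psi without RNA Pol and of RNA Pol without Psi. Named RNA genes outside this rule (*snRNA:7SKa*, *snRNA:U1:95Ca*, *5.8SrRNA:CR40454*, *snoRNA:Psi18S-301*, *mir-ban*, *mir-9a* and the glutamine tRNA genes) were chosen after their values were seen.

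Both tests were tested on simulated data. For the overlap test, 200 copies of the Psi list (1710 peaks) were shifted at random along each arm, dropping peaks pushed past its end. Of these, 4% overlapped RNA Pol peaks at p under 0.05. Of 200 such lists with 10% of peaks planted on RNA Pol peaks, 100% did. The test takes chance from the same kind of shift, so a rate near 0.05 was built in and checks only the calculation. Of 200 random gene groups drawn from 13945 protein-coding genes, 2% passed for Psi, and of 200 groups with 15 bound genes planted, 100% did. The simulated groups were larger than most of the groups tested, so this rate does not give the power for small groups. Alternatives were a peak overlapping the gene, a distance of 2 kb, peaks at an FDR of 0.1%, annotation without transposable elements and pseudogenes, an overlap of at least 50%, peaks under 500 bp apart merged, random placement, shifts near genes only, Fisher's exact test, and circular shifts for gene groups.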

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

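Of the results here, the tests of the CACGTG motif, of snoRNA host genes, of gene length among them, of coding sequence under peaks in the genes of the fusion proteins, the interval of the fold ratios, and the comparisons of Myc with the other proteins within gene groups were chosen only after the results had been seen. For the peaks in the *Psi* gene and the overlap of Psi with RNA Pol, no biological explanation was tested.

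The Myc list, which the paper does not report on, overlapped both others. Of the Psi peaks, 721 (42.2%) overlapped a Myc peak, against 4.84% by circular shifts, and of the Myc peaks, 773 (39.6%) overlapped an RNA Pol peak, against 4.07% (one-sided permutation p = 0.0001 for each, the smallest the shifts can give). The motif CACGTG, the E-box bound by Myc and its partner Max, occurred in 28.9% of Myc peaks, against 16.5% at shifted positions (adjusted p = 0.0035 from the permutation test). Of Psi peaks 15.7% held it, against 19.1% (adjusted p = 0.0035 from the permutation test), and of RNA Pol peaks 18.2%, against 20.3% (adjusted p = 0.0512), while counted as sites per kb the motif was below chance in RNA Pol peaks too (0.106 against 0.122, adjusted p = 0.0167 from the permutation test).

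Myc bound 56 of 93 cytoplasmic ribosomal protein genes (60.2%, chance 14.2%), 22 of 55 translation factor genes (40%, chance 19.6%) and 13 of 25 ribosome biogenesis genes (52%, chance 18.5%), with adjusted p = 0.00144, adjusted p = 0.00144 and adjusted p = 0.0024 from the permutation test. Myc also bound more of all protein-coding genes (19.2%, against 7.92% for Psi and 13.6% for RNA Pol), and the comparisons that follow do not allow for this. Each share was larger than that of Psi over the same genes (exact McNemar adjusted p = 6.71e-06, 0.000488 and 0.00481) and than that of RNA Pol (exact McNemar adjusted p = 3.85e-07, 0.0278 and 0.0417). By Myc score, *mbm* (6.86), *Nop60B* (6.12), *nclb* (5.43, a peak that does not overlap the gene) and *NHP2* (5.11) stood highest in the ribosome biogenesis group, *RpL5* (4.73) in the ribosomal protein group and *pAbp* (4.62) in the translation factor group. The *mbm* peak covers *CG11555*. The *Nop60B* peak with this score lies at the downstream end of the gene and also at *ocm*, while the start site of *Nop60B* lies in another Myc peak.

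The Psi list has a peak inside the *Psi* gene on chromosome 2R, from 16864435 to 16865406, with a score of 3.22, at rank 3 of 1710, and a further peak over its transcription start site with a score of 3.18. A candidate explanation is DNA of the Dam-Psi transgene, which carries coding sequence and would be recovered with the genomic fragments. That this is the whole source of the call is argued against by the number of lists that call *Psi*, which is 3, but the other lists call it only by a peak at the start site shared with *eEF1beta*, at ranks 139 (RNA Pol) and 1405 (Myc) against 3 and 4 in the Psi list, so a part stays open, and *Polr2F*, called in none, has only 4 GATC sites. For the inner peak, which overlaps no peak of another list, 61.6% of the bases were coding against 37.4% of the gene, and for a like peak in *Myc* of the Myc list 35.3% against 11.6%. Of the places such a peak can take in its gene, 42.2% and 12.9% were at least as coding, and coding bases lay in each of the 3 GATC fragments of the *Psi* peak and in 9 of the 10 of the *Myc* peak, whose remaining fragment, 1.86 kb of intron at its end, is not what coding sequence would give, but without a signal for each fragment in the lists transgene DNA and binding cannot be told apart for these 2 peaks.

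The overlap of Psi with RNA Pol might come from the Dam-only sample they share. The fold over chance of Psi with RNA Pol was 0.978 times that of Myc with RNA Pol, which share none (95% bootstrap interval 0.916 to 1.05 over 132 blocks of 1 Mb), and 1.09 times that of Psi with Myc (1.02 to 1.17). Both intervals lie under the 1.5 set beforehand, which argues against the shared sample as the whole source of the overlap. A contribution in part stays open, since the fold exceeded that of Psi with Myc and the lists cannot be split by Dam-only sample. The pairs with Myc do not measure the size of that part. A shared preference of all fusions for accessible chromatin also stays open and was not tested.

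Psi binding at ribosomal protein genes went with snoRNA genes in their introns: of 29 that host a snoRNA, Psi bound 14 (48.3%), against 10 of the other 64 (15.6%, Fisher's exact p = 0.00172, adjusted p = 0.00258). RNA Pol bound 20.7% and 26.6% of them and Myc 62.1% and 59.4%, and over the 29 hosts Psi alone bound 10 and RNA Pol alone 2 (exact McNemar p = 0.0386), while Psi alone bound 5 and Myc alone 9 (exact McNemar p = 0.424). Outside the ribosomal protein genes, hosts were bound more often by each of the 3 proteins (25.5% against 7.73% for Psi, 38.2% against 13.4% for RNA Pol and 49.1% against 18.8% for Myc, Fisher's exact adjusted p = 0.000118, 1.27e-05 and 2.32e-06), so there the host genes do not set Psi apart. The Fisher's tests outside the ribosomal protein genes did not allow for length (median 5519 bp for hosts against 2169 bp). Hosts among the ribosomal protein genes are longer too, but with these genes split at their median length Psi bound more hosts than other genes on both sides (14 hosts against 8.37 expected, exact stratified p = 0.00242). Among the shorter genes Psi bound 3 of 5 hosts and 7 of 42 others, and among the longer genes 11 of 24 hosts and 3 of 22 others. This argues against length as the whole cause among the ribosomal protein genes, though length was not matched within each side and the shorter side holds few hosts. A link between Psi and snoRNA hosts among ribosomal protein genes is a hypothesis, found and tested on the same lists, and which of gene, intron or snoRNA Psi contacts cannot be read from fragments of this width.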

How the results depend on the processing

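Of 173 alternative values, 155 kept their direction and side of the threshold, stayed within their interval or, for counts of genes, within 1.5 times the main count, 10 moved, 3 passed only under the alternative, 5 passed only in the main setting and none reversed. Over the alternatives, bound features numbered 1188 to 1966 for Psi (1626 in the main setting), 1761 to 3157 for RNA Pol (2618), 2360 to 4281 for Myc (3508) and 625 to 1155 for Psi with RNA Pol (931). The overlaps between the lists passed under every alternative run. With peaks at an FDR of 0.1%, 51.1% of Psi-bound features were also bound by RNA Pol, the non-coding share of RNA Pol-bound features was 29.5%, the RNA Pol share of cell cycle genes was 19.4% (adjusted p = 0.136 from the permutation test) and the Psi share of chemosensory genes was 0.435% (adjusted p = 0.0662 from the permutation test). With a peak overlapping the gene, the non-coding share was 26.3% for Psi and 22.4% for RNA Pol, 8 tRNA genes were bound by Psi, and the Psi share of chemosensory genes was 0.435% (adjusted p = 0.125 from the permutation test). Within 2 kb, the RNA Pol non-coding share was 29.9% and 33 tRNA genes were bound by Psi. Without transposable elements and pseudogenes, the non-coding share was 26.4% for Psi and 20.5% for RNA Pol. Counting in addition only RNA Pol-bound non-coding genes without Psi, an alternative chosen after seeing the data, gave 12.4%. With circular shifts, the RNA Pol share of translation factor genes (20%) passed (adjusted p = 0.0415 from the permutation test), and the shares of chemosensory genes of RNA Pol (3.48%) and Myc (5.22%) did not (adjusted p = 0.246 and adjusted p = 0.520 from the permutation test). With Fisher's exact test, the shares of seminal fluid and mating genes of RNA Pol (2.70%) and Myc (5.41%) passed (adjusted p = 0.00796 and adjusted p = 0.00304). Over its alternatives, the adjusted p ran from 0.0415 to 0.886 for translation factor genes of RNA Pol, from 0.00379 to 0.136 for its cell cycle genes, from 9.05e-06 to 0.125, from 1.95e-06 to 0.246 and from 1.21e-08 to 0.520 for chemosensory genes of Psi, RNA Pol and Myc, and from 0.00796 to 0.900 and from 0.00304 to 1 for mating genes of RNA Pol and Myc. The cause of these changes was not tested. Leaving out the genes the study names as targets, also chosen after seeing the data, changed no call. No paired analysis was possible because each list was called on the average of 3 replicates, so that neither a replicate nor a Dam-only sample can be left out, and the depth is not known from the lists.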

Differences from the paper's values

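Non-coding features made up 27.6% of those bound by RNA Pol here, and the paper's value is 12.4%. Of the alternatives set before the data were examined, none comes within 1.5 times of it: the share was 22.4% with a peak overlapping the gene, 29.9% within 2 kb, 29.5% with peaks at an FDR of 0.1% and 20.5% without transposable elements and pseudogenes. When only non-coding genes bound by RNA Pol and not by Psi were counted, over the 2384 genes bound without transposable elements and pseudogenes, the share was 12.4% (296 genes), a setting chosen after seeing the values, which drops 192 non-coding genes bound by both proteins.

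The annotation used here holds 23973 features, and the paper's value is 15,682 genes from an earlier Ensembl release. Without transposable elements and pseudogenes there are 17896, within 1.5 times of the paper's value, while the other alternatives leave the number at 23973.

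The paper states that Psi was not detected on tRNA loci. Here 21 of 290 tRNA genes had a Psi peak within 1 kb and 8 were overlapped by one, a number that did not differ from the 13.4 given by circular shifts (p = 0.240 and adjusted p = 0.360 from the permutation test). No rRNA gene had a Psi peak within 1 kb, as the paper states for rDNA. Circular shifts gave a mean of 4.67 of 99 such genes, from which this count did not differ in the permutation test. The shifted counts spread so widely that a count of 0 could not pass as lower. With rDNA also incompletely placed in the reference, the count cannot show that Psi is absent from rDNA.

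The paper states that Psi was detected near the *Myc* transcription start site and through the gene body. Here a significant Psi peak covered 23.9% of the gene, and the start site lay 7.16 kb from it. The measures differ, since the paper shows a binding profile along the gene and the lists hold only regions that passed the FDR. Psi signal under that threshold, near the start site or elsewhere in the gene, cannot be read from the lists. These values therefore do not contradict the paper's statement.

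The paper states that Psi and RNA Pol are both enriched on genes of ribosomal assembly and on translation factor genes. Of the groups used here, which are not the paper's clusters, ribosomal protein genes were bound above chance by Psi and RNA Pol (25.8% and 24.7%, adjusted p = 0.00144 for each from the permutation test), whereas translation factor genes (9.09% and 20%) and ribosome biogenesis genes (8% and 16%) were not. With circular shifts the RNA Pol share of translation factor genes passed (adjusted p = 0.0415 from the permutation test).

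The paper gives development, signalling and the cell cycle as the signature of its second cluster, which it describes as bound by both proteins. The groups used here are not that cluster and were counted by significant peaks. Developmental signalling genes were bound above chance by both (58.1% and 51.2%) and cell cycle genes by RNA Pol (30.6%). The Psi share of the 36 cell cycle genes was 13.9%, against 6.83% by chance (adjusted p = 0.359 from the permutation test). In a group of this size, not passing does not argue against the paper's cluster.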

Other observations

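Of the results here, the base composition of peaks, the snoRNA host genes outside ribosomal proteins, and the comparison of Psi with Myc within gene groups were tested only after the results had been seen.

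Myc binding extended to genes of the cell cycle and of splicing. Myc bound 16 of 36 cell cycle genes (44.4%, chance 20.3%, adjusted p = 0.008 from the permutation test), with *trbl* (4.86), *Dp* (4.71) and *Cdk4* (4.17, a peak outside the gene) highest by score. Psi bound 5 of them (13.9%, chance 6.83%), and the difference (exact McNemar adjusted p = 0.00481) does not allow for the larger share of all protein-coding genes bound by Myc (19.2%, against 7.92%). Of 28 splicing factor genes it bound 12 (42.9%, chance 20.0%, adjusted p = 0.0281 from the permutation test), led by *Hrb98DE* (6.1) and *Prp19* (5.04, a peak outside the gene), where Psi bound 5 and RNA Pol 7 (adjusted p = 0.292 and adjusted p = 0.359 from the permutation test), and the difference from Psi did not pass (exact McNemar adjusted p = 0.132). For wing transcription factor genes the order was the other way, with 9 of 28 bound by Myc (32.1%, chance 32.1%) against 20 by Psi (exact McNemar adjusted p = 0.0146). Myc bound 44 of 86 developmental signalling genes (adjusted p = 0.00144 from the permutation test), among which 8 of 13 Notch genes passed (adjusted p = 0.0444) and the Wg (10), Dpp and BMP (9), Hh (4), Hippo (8) and EGFR (5) genes did not. Its highest peaks lay at *CG4318* (7.81), at *p53* (6.94), which encodes the tumour suppressor homologue, and at *CG11555* and *mbm* (6.86).

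Of the splicing regulators, Psi bound none of *SF1*, *Saf-B* and *B52*. Myc bound *SF1* (score 3.9) and *Saf-B* (2.32), and RNA Pol bound *Saf-B* (1.43). Of 84 protein-coding genes that host a snoRNA, Psi bound 28 (33.3%, chance 10.2%), RNA Pol 27 (32.1%, chance 16.6%) and Myc 45 (53.6%, chance 22.7%). Psi peaks held 59.8% intronic bases against 42.1% by chance and 3.29% coding bases against 17.0% (adjusted p = 0.0035 for each from the permutation test). RNA Pol peaks also held more intronic bases than chance gave (51.9% against 42.1%) and fewer coding bases (6.26% against 17.0%). They held more untranslated exon (14.8% against 8.04%, adjusted p = 0.0035 for each of the 3 from the permutation test). Myc peaks held 40.6% intronic bases (adjusted p = 0.273 from the permutation test). Their coding bases were below chance too (13.7% against 17.1%) and their untranslated exon above it (16.7% against 8.10%, adjusted p = 0.0035 for each from the permutation test).

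No group of markers of other cell types that disc preparations can hold was bound above chance by any protein. These groups hold 6 to 10 genes, where a share of 0 had an unadjusted permutation p of 0.129 or above, so they cannot show binding below chance. Psi, RNA Pol and Myc bound 2, 2 and 2 of 6 myoblast genes, 1, 0 and 1 of 10 haemocyte genes, 3, 2 and 2 of 7 tracheal genes, 0, 1 and 3 of 9 neuronal genes, 0, 0 and 1 of 9 muscle genes and 0, 0 and 0 of 7 fat body genes. Mediator genes (2, 4 and 4 of 29) and heat shock genes (3, 2 and 5 of 20) did not pass either. Myc bound 4 of 74 seminal fluid and mating genes and 2 of 15 phototransduction genes, which did not pass the length-matched test, and 12 of 230 chemosensory genes (5.22%, chance 15.5%, adjusted p = 0.00144 from the permutation test, lost with circular shifts).

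Myc bound 5 of the 7 genes *chic*, *dally*, *dlp*, *fz2*, *tok*, *emp* and *Exn*, all but *dally* and *dlp*, and 13 of the 16 non-coding RNAs of Fig. 4C. At *stg* a Myc peak from 29253918 to 29256286 (score 3.94) began at the same GATC site as the Psi peak. At *Myc* the Myc list has peaks from 3375147 to 3378223 (4.12) and from 3380798 to 3385434 (3.21), of which the second overlaps the Psi peak. Of the bases of this second peak, 77.4% were intronic and 19.9% coding, against 11.6% coding in the gene, and it holds a whole coding exon. DNA of a Dam-Myc transgene was therefore not told apart from binding for this peak either.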
